A study of Mus musculus with 4 samples.

How the data were processed

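Droplet RNA sequencing was done on CD45+ cells of the mouse mammary gland in 2 pooled libraries whose names give the years 2021 and 2022 (the earlier and the later library). In each library the animals' cells carried hash tags, which are antibodies bearing a short DNA barcode, so that a droplet can be assigned to a sample by the tag it carries. Gene expression and feature barcode libraries were made with the 3' v3.1 chemistry of 10x Genomics, per the labels' protocols. The gene matrices hold raw UMI counts per gene and barcode and the tag matrices hold raw tag counts per barcode, both as deposited by the authors. The 2021 gene matrix was written by Cell Ranger 4, per the file headers. The aligner and counter of the other matrices, the genome build and the gene annotation are not given in the sources used here, so no coordinates are given. The deposited 2021 gene count matrix lists 1347735 barcodes, most of them with very few UMIs. The deposited 2022 gene count matrix lists 21632 barcodes with at least 500 UMIs each, so it had been filtered before deposit. The 2021 matrix pairs gene identifiers with symbols and the 2022 matrix has symbols alone. The libraries were therefore matched by symbol: each has 55487 gene entries, 234 entries that share a symbol with another entry were left out, and 55253 genes were matched.

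Samples were defined by the deposited sheets that pair tags with names. In 2021 the sheet names tag HT2 Germ-free, HT4 Nulliparous, HT5 Gestation and HT6 Lactation. In 2022 it names the same 4 tags in the same way and adds HT8 Involution, HT9 Regression, HT10 Balb/c and HT12 GF. HT4 had a total of 1 count in 2022, so that library has no Nulliparous sample here. The titles of the 2021 library list an involution sample and no germ-free one, and the titles of 2022 list germ-free among 7 names. The name of HT2 is therefore disputed in both years, and its cells were kept out of the comparisons between stages, except in the alternative that names them, and entered the checks of sex, free RNA and T and B cell shares. Samples are named as the sheets give them, and "GF" is the 2022 sample on HT12. The number of animals per tag, and the stage of the Balb/c and GF animals, are not given in the sources used here.

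Cells were kept with at least 500 UMIs, at least 300 genes and at most 10% mitochondrial UMIs. Tags were called in each library with HTODemux (Seurat 5.3.0, R 4.3.3) at a positive quantile of 0.99, on the named tags with at least 100 counts, and cells with 1 positive tag were kept. Scrublet, run per library in scanpy 1.11.5 (Python 3.11.15) with an expected doublet rate of 0.08, called 7.83% of the 2021 cells and 6.87% of the 2022 cells. These calls were removed, as were the cells of clusters in which at least 50% were such calls. Counts were scaled to 10000 UMIs per cell and log-transformed. Leiden clusters were made in each library separately from 2000 variable genes, 30 principal components and 15 neighbours, at a resolution of 1.0. A cluster took the "-like" name of the marker set with the highest mean standardised expression if at least 3 markers were detected in at least 10% of its cells, the score was at least 1.0, and its 10 leading genes held no more markers of another class than of its own. A score of at least 2.0 was needed where no marker of the class was among those 10 genes. The marker sets were fixed before the data were examined and the scoring rule was set afterwards. Fibroblast-like and endothelial-like clusters were joined as stroma, and T-like clusters without a CD4, CD8 or gamma-delta name are called unsplit T-like. Clusters described by the leading genes Gzmb and Itgae, by Retnla and Lyz1, by interferon-response genes or by cell-cycle genes have no type name. The description was applied before the marker score and set aside any name the score would have given. These descriptions were chosen after the clusters were seen.

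The comparisons fixed before the data were examined set pregnancy, lactation and involution against the nulliparous stage, and involution against lactation. None of these has both stages in both years under the sheets' names, so none was fitted. The comparison reported in their place, Lactation minus Gestation, was chosen after the sheets were read. It has 2 hash-defined samples per stage, 1 from each year, and the year enters as a block, which leaves 1 residual degree of freedom. Cells per class and sample were tested with the quasi-likelihood test of edgeR 4.0.16 with all analysed cells of a sample as its library size, and Benjamini-Hochberg adjustment over 21 classes. Raw UMI counts were summed per sample over all T-like classes, and over each other named class with at least 20 cells in each of the 4 samples. These sums were tested with edgeR's quasi-likelihood test after TMM scaling and filterByExpr, with Benjamini-Hochberg adjustment over genes and a threshold of 0.05. Standard errors (SE) were taken as the size of the log2 fold change over the square root of its F statistic. In the T-like, B-like and cDC1-like fits the estimated prior degrees of freedom were infinite, so gene variances were fully pooled and a gene that moved differently in the years was not penalised. Fold changes within a year are ratios of a gene's share of the UMI counts after adding 0.5 counts. A pseudobulk of the Gzmb/Itgae clusters was added after the data were seen.

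A list of 20 genes known from intestinal intraepithelial T cells was fixed beforehand. Of these, 19 have that symbol in both libraries, and Tcrg-C1 does not. The list was tested with camera at its preset inter-gene correlation, with camera at an estimated correlation, and with fry (limma 3.58.1). The genes named in the text follow a rule fixed beforehand for another comparison and applied here to Lactation minus Gestation. In each class with calls they are the 2 genes with the largest rise and the 2 with the largest fall among genes under the adjusted threshold that changed the same way in both years and averaged at least 10 counts per sample. The genes of the list, 6 milk protein genes as a check on free RNA, and Xist as a check on sex are named too. Any other gene named was chosen after its values were seen.

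Samples found in 1 library were not tested. Their class shares carry exact Clopper-Pearson 95% intervals, and their summed UMI counts carry exact Poisson 95% intervals, both covering counting error only. Class shares limit the precision through the number of cells, which ranged from 783 to 5633 per sample. Where a sample has no cell of a class, the limit given is 3 cells of its total.

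The pseudobulk code was tested on simulated data before use. Counts for the 8301 genes of the T-like fit in 4 samples were drawn at the T-like sums' means and library sizes with 1 shared dispersion. Changed genes that the filter on low counts then removed are not counted here. That filter left 8105 genes, of which 198 had been changed by a log2 size of 2. The test recovered 194 of these (98.0%), with 8 false calls and 0 of the wrong sign. Because the simulated genes share a dispersion, this is the case in which pooled variances hold.

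Alternatives tried were a minimum of 1000 UMIs and 500 genes, a tag call that needs at least 10 counts and 80% of a cell's tag counts, Scrublet calls kept, resolutions of 0.5 and 2.0, no year block, leaving out each sample, TMM scaling over classes, stroma-like and epithelial-like cells left out, DESeq2 1.42.0, DESeq2's size factors (RLE) in edgeR, no filter on low counts, and the CD4 and CD8 T-like classes alone. Added after the data were seen were the joint clustering of both libraries on 749 shared variable genes applied to class tests, clustering without 28 genes (the list and the leading genes of the Gzmb/Itgae clusters), a robust prior, the Gzmb/Itgae clusters counted as T-like, and the disputed samples kept in the fit. Numerical work used numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and plots used matplotlib 3.10.9.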

Results

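Gene expression and hash tags were measured in CD45+ cells of the mouse mammary gland, pooled in 2 libraries. Their names, DR_MG_2021 and DR_MG_2022, give the year of each, and they are called the earlier and the later library. The earlier library held 56300251 UMIs, of which 50906081 (90.4%) lay in 21604 cells that passed the filters, with a median of 1599 UMIs and 740 genes per cell. The later library held 90642638 UMIs, of which 90109576 (99.4%) lay in 21177 cells, with a median of 3049 UMIs and 1439 genes. The gene entry CT010467.1 took 17.6% of the UMIs of the earlier library and 5.85% of those of the later one. A single tag was called in 15983 cells of the earlier library (74.0%) and in 14981 of the later one (70.7%). More than 1 tag was called in 13.5% and 19.2%, and no tag in 12.5% and 10.1%. After removal of doublet calls, 15289 cells of the earlier library and 14599 cells of the later library were analysed.

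The stages followed pregnancy and its end: nulliparous animals have not been pregnant, involution is the return of the gland toward its resting state after nursing stops, and germ-free (GF) animals are raised without microbes. The earlier sample labelled Nulliparous had 5633 cells and 10344982 UMIs. The sample labelled Gestation had 4409 cells and 6898313 UMIs in the earlier library, and 3327 cells and 11422512 UMIs in the later library. The sample labelled Lactation had 2421 cells and 6058772 UMIs in the earlier library, and 783 cells and 2912469 UMIs in the later library. The other samples of the later library were Involution with 2214 cells and 8804242 UMIs, Regression with 2386 cells and 8381737 UMIs, Balb/c with 1972 cells and 6626673 UMIs, and GF with 2123 cells and 7418994 UMIs. A name has at most 1 hash-defined sample per library, so Gestation and Lactation have 2 samples each and every other name has 1. The remaining cells carried tag HT2, whose name is disputed between the sheets and the titles. The tag of the later Lactation sample was weak: its cells had a median of 6 counts of it, against 13 in the later Gestation cells and 22 to 128 in the cells of the other samples.

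Sex and free RNA were checked first. Xist UMIs in T-like cells ranged from 9.63 to 13.7 per 10000 over all tagged samples, and genes of the Y chromosome gave 0 or 1 counts in each, as in female animals. The 6 milk protein genes, which T cells should lack, gave 1.07 UMIs per T-like cell in the earlier Gestation sample and 1.11 in the earlier Lactation sample. They gave 2.56 in the later Gestation sample and 2.89 in the later Lactation sample. Within a library, HT2 included, the highest and the lowest sample differed by 1.10 times in the earlier library and 1.24 times in the later library.

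The clusters formed T-like, NK-like, ILC2-like, B-like, plasma-like, macrophage-like, monocyte-like, dendritic, neutrophil-like, mast-like, epithelial-like and stroma classes. One cluster per library had Gzmc, Gzmb, Cd7 and Itgae among its leading genes. It held 3042 cells in the earlier library, of which 48.2% had a Cd3e UMI and 23.1% an Ncr1 UMI, and 2606 cells in the later library, of which 51.1% had a Cd3e UMI and 53.3% an Ncr1 UMI. In the NK-like clusters Cd3e was seen in 7.89% of cells in the earlier library and 10.0% in the later library, at median depths of 1244 and 2864 UMIs, against 1788 and 3294 UMIs in the Gzmb/Itgae clusters. The B-like clusters, which should lack Ncr1, had it in 0.379% and 1.23% of cells at medians of 877 and 1995 UMIs. The Gzmb/Itgae clusters therefore held a mix of T-like and NK-like transcripts and were left without a type name.

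**Figure D1:**
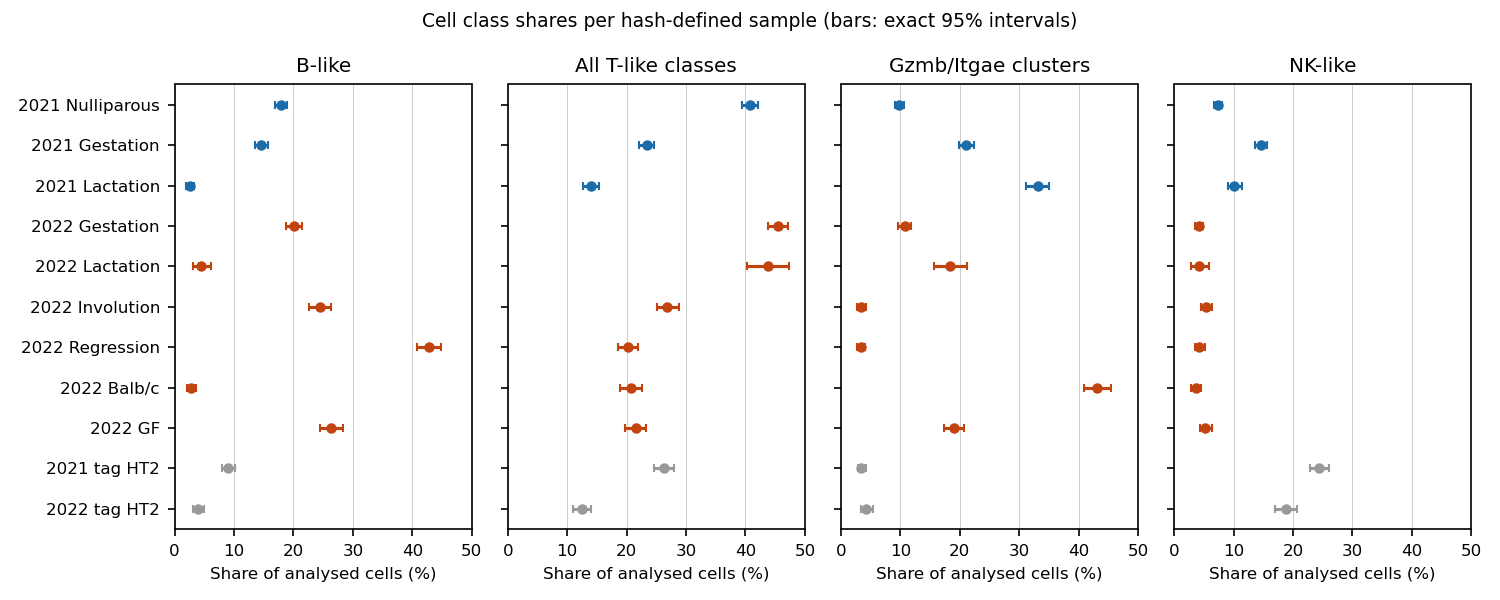
Share of analysed cells (%, horizontal axis) in 4 classes for each hash-defined sample, with exact 95% Clopper-Pearson intervals as bars; blue points are samples of the earlier library, orange points of the later one, and grey points the cells on tag HT2 of each. B-like cells made up 2.60% and 4.47% of the Lactation samples, and 14.6% and 20.1% of the Gestation samples of the earlier and the later library.

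The first comparison asked whether the makeup of the CD45+ cells differed between gestation and lactation. In the earlier library B-like cells were 14.6% of the Gestation sample (95% interval 13.6 to 15.7) and 2.60% of the Lactation sample (2.01 to 3.32). In the later library they were 20.1% (18.8 to 21.5) and 4.47% (3.13 to 6.16). In edgeR's quasi-likelihood test the B-like share had a log2 fold change of -2.33 (SE 0.44, Benjamini-Hochberg adjusted p 0.206), lower in both years. No class passed the adjusted threshold (0 of 21), and 3 had an unadjusted p under 0.05. The other classes among these 3 were the Retnla/Lyz1 clusters, with a log2 fold change of 1.96 (SE 0.52, adjusted p 0.224), and the migratory DC-like cells, with 1.69 (SE 0.48, adjusted p 0.224), each higher in both years. The clustering moved the call most: the B-like share passed the threshold at resolutions of 0.5 (adjusted p 0.0437) and 2.0 (0.0419) and with both libraries clustered together (0.0370). The log2 fold changes there were -2.30, -2.33 and -2.30, with SEs of 0.48, 0.60 and 0.64, larger than in the reported clustering. These calls therefore do not show a stronger difference. TMM scaling over classes moved the size of the B-like difference most, to -3.19. The Gzmb/Itgae clusters were 21.1% and 33.1% of the earlier Gestation and Lactation samples, and 10.7% and 18.4% of those of the later library, a log2 fold change of 0.71 (SE 0.41, adjusted p 0.391), which TMM scaling over classes turned to -0.14. When clustered without the genes that define them they were 22.5% and 32.9% in the earlier library and 12.8% and 19.5% in the later one, a log2 fold change of 0.58 (adjusted p 0.341). CD4 T-like cells moved in opposite directions, from 12.7% to 6.90% in the earlier library and from 10.97% to 21.2% in the later library, and had a log2 fold change of 0.03 over both years.

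**Figure D2:**
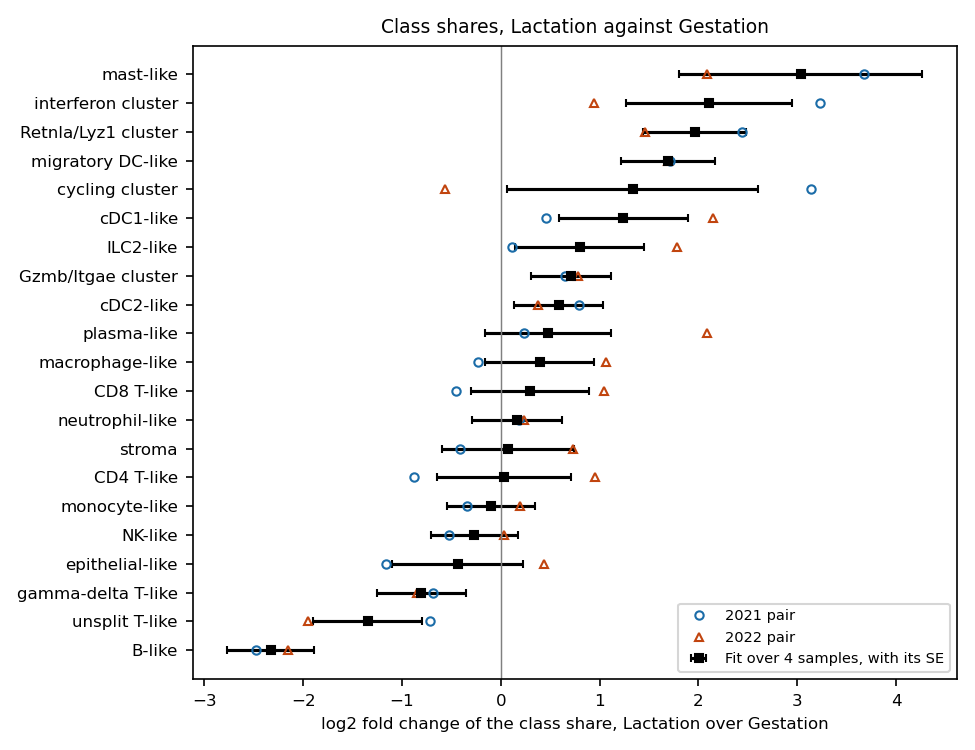
Log2 fold change of each class share, Lactation over Gestation (horizontal axis), for the 21 classes; circles are the pair of the earlier library, triangles the pair of the later one, and squares the fit over the 4 samples with its SE as bars. The B-like share has the lowest fitted value, -2.33, with -2.48 in the earlier library and -2.15 in the later library.

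The next comparison asked which genes differed within T-like cells between the stages. The sums covered 1031 and 338 T-like cells of the earlier Gestation and Lactation samples, and 1514 and 343 of those of the later library. Of 8301 genes tested with edgeR, 43 passed an adjusted p of 0.05, 15 of them higher and 28 lower in Lactation, and 35 of the 43 changed the same way in both years. At an unadjusted p under 0.05 there were 467. The count depended on the test: DESeq2 called 0 (26 at an unadjusted p under 0.05), and edgeR without the year block called 0 (242 unadjusted). The largest risers under the naming rule were Rtp4, with a log2 fold change of 1.38 (SE 0.31, adjusted p 0.00448), and Socs2, with 1.31 (SE 0.23, adjusted p 1.57e-05). Rtp4 had 17 and 23 counts in the earlier Gestation and Lactation samples and 90 and 43 in those of the later library. The largest falls were St8sia6, with -2.57 (SE 0.53, adjusted p 0.00100), and Gm36931, with -2.18 (SE 0.59, adjusted p 0.0413). St8sia6 fell from 23 to 5 counts in the earlier library and from 136 to 1 in the later library, and Gm36931 from 21 to 3 and from 93 to 3, in sums of fewer cells. The 28 lower genes had a median log2 fold change of -0.32 in the earlier library and -1.83 in the later library, and 27 of them fell more in the later library. Hbb-bs, singled out because it had the smallest p, had 0 counts in both earlier samples and 1868 and 28 in the later Gestation and Lactation samples, so its call rests on the later library alone. Hbb-bs has a close paralog, Hbb-bt, and how the counting split their reads is unknown.

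**Figure D3:**
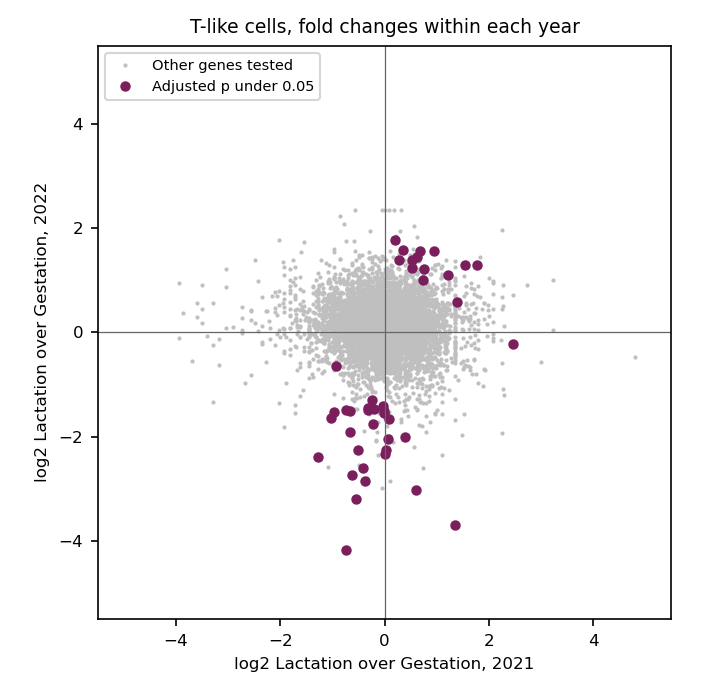
Log2 fold change of each tested gene in T-like cells, Lactation over Gestation, in the earlier library (horizontal axis) against the later library (vertical axis); purple points are the 43 genes at an adjusted p under 0.05 and grey points the other genes. The 28 lower calls have a median of -0.32 in the earlier library and -1.83 in the later library.

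Of the other named classes, 5 had at least 20 cells in each of the 4 samples, and they gave 25 calls in all. In B-like cells 1 of 4731 genes was called, Cr2, with a log2 fold change of -1.49 (SE 0.32, adjusted p 0.0174) and values of -0.54 in the earlier library and -2.01 in the later library. The B-like sums of the Lactation samples rested on 63 and 35 cells, and DESeq2 called 0 genes there (7 at an unadjusted p under 0.05). In cDC1-like cells 12 of 2703 genes were called, 7 higher and 5 lower, all the same way in both years, on 21 to 72 cells per sample. The named risers were Apoe (log2 2.37, SE 0.30, adjusted p 2.18e-12) and Ifi27l2a (log2 1.57, SE 0.19, adjusted p 5.98e-13), and the named falls were Malat1 (log2 -0.45, SE 0.05, adjusted p 1.41e-15) and mt-Rnr1 (log2 -0.44, SE 0.10, adjusted p 0.00457). Of the Apoe UMIs in the later Lactation sample, 89.3% lay in 1 cell, and 60.9% in 1 cell of the earlier Lactation sample. DESeq2 called 3 genes in this class. In macrophage-like cells 7 of 7044 genes were called, all higher in Lactation. The named ones were Hbb-bs (log2 7.68, adjusted p 1.31e-07) and S100a8 (log2 6.38, adjusted p 6.50e-08). Of the 1242 Hbb-bs UMIs in the later Lactation sample, 1237 lay in 1 cell. Of the S100a8 UMIs, 98.5% and 98.6% lay in 1 cell each of the earlier and later Lactation samples, so neither gene describes the class. In NK-like cells 5 of 5639 genes were called, all higher; Spp1 (log2 2.12, adjusted p 7.55e-06) had 84.4% of its later Lactation UMIs in 1 cell, and Mrps18c had a log2 fold change of 1.53 (adjusted p 0.0406) on 9 to 36 counts per sample. DESeq2 called 0 genes in NK-like cells (11 unadjusted). In monocyte-like cells edgeR called 0 of 2819 genes (135 at an unadjusted p under 0.05) and DESeq2 called 0 (4 unadjusted). In the Gzmb/Itgae clusters 2 of 8958 genes were called, 1 of them the same way in both years: Ifi27l2a rose by a log2 fold change of 1.59 (SE 0.28, adjusted p 0.000301), 2.79 in the earlier library and 0.30 in the later library, while DESeq2 called 0 genes (15 unadjusted). Ifi27l2a has a close paralog, Ifi27l2b, so its counts are uncertain. Without the year block edgeR called 0 genes in each of these classes, with 76 to 172 at an unadjusted p under 0.05.

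The list of genes known from intestinal intraepithelial T cells was examined because the protocol names the intestine beside the mammary gland. Its 19 measured genes had a median log2 fold change of 0.31 and a mean of 0.16 in T-like cells, and 13 were higher in Lactation. Camera with its preset correlation gave a two-sided p of 0.000107 for a rise, camera with an estimated correlation 0.290, and fry 0.471, so the call held under neither of the latter. Over all genes tested, 2 of the list passed the adjusted threshold in edgeR's test, and 6 did adjusted over the list alone. The first was Ccr9, with -2.08 (SE 0.48, adjusted p 0.00531), -0.62 in the earlier library and -2.73 in the later library. The other was Gzmb, with 0.95 (SE 0.23, adjusted p 0.00969), which rose by 2.47 in the earlier library and fell by 0.23 in the later library. Xcl1, Cd160, Itga1 and Cxcr6 passed over the list alone, each with a rise between 0.54 and 0.76. Cd160 rose by 0.50 in the earlier library and 1.11 in the later one. Xcl1, Itga1 and Cxcr6 had -0.004, 0.03 and 0.05 in the earlier library and 1.43, 1.39 and 1.06 in the later library. The rises of these genes thus rest on the later library. In the reported clustering the years did not move together: the median of the list was -0.17 in the earlier library, with 8 genes higher, and 0.61 in the later library, with 15 higher, and 6 genes moved the same way in both. This depended on the clustering: at a resolution of 2.0 the medians were 0.73 and 0.58, with 12 genes moving the same way, and when clustered without the list genes 0.11 and 0.41, with 11. Cells of the Gzmb/Itgae clusters are outside these sums; with them added, which brings in cells described by 2 genes of the list, the median was 0.54 (0.48 in the earlier library and 0.63 in the later one, 15 genes moving the same way), camera with its preset correlation gave 6.11e-15, camera with an estimated correlation 0.0747 and fry 0.000354.

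For names with 1 sample there was no replicate and no test, and values are given beside the other samples of the same library. In the earlier library all T-like classes together were 40.7% of the Nulliparous sample (39.5 to 42.04), 23.4% of the Gestation sample (22.1 to 24.7) and 14.0% of the Lactation sample (12.6 to 15.4). T-like shares leave out the Gzmb/Itgae clusters, part of whose cells had a Cd3e UMI. Those clusters went the other way, at 9.80%, 21.1% and 33.1% of the same samples. The T-like shares of either library therefore do not measure all T cells. Unsplit T-like cells were 18.9% of the Nulliparous sample (17.9 to 19.9) and B-like cells 17.8% (16.8 to 18.9), and which class was largest there depended on the clustering. In the later library T-like classes were 26.9% of the Involution sample, 20.2% of Regression, 20.7% of Balb/c and 21.5% of GF, against 45.5% of Gestation and 43.8% of Lactation. B-like cells were the largest class of Involution, at 24.5% (22.7 to 26.3), of Regression, at 42.7% (40.8 to 44.8), and of GF, at 26.4% (24.5 to 28.3). They were 2.74% of the Balb/c sample (2.06 to 3.56). The Gzmb/Itgae clusters were the largest class of the Balb/c sample, at 43.2% (41.0 to 45.4), or 39.1% (36.9 to 41.3) when clustered without their defining genes. By that clustering they were 5.83% of Involution, 4.94% of Regression and 19.9% of GF. The list's UMIs per 10000 UMIs of T-like cells were 43.9 in the earlier Nulliparous sample (43.2 to 44.7), against 95.6 and 89.5 in the Gestation and Lactation samples of that library. In the later library they were 28.3 in Involution (27.6 to 29.1), 36.0 in Regression (35.0 to 37.0), 59.8 in Balb/c (58.3 to 61.4) and 42.1 in GF (41.0 to 43.3), against 48.8 in Gestation and 88.7 in Lactation. Ccl5 alone made up 58.0% of the list's UMIs in the Nulliparous sample, 63.3% and 55.7% in the earlier Gestation and Lactation samples, 52.4% and 59.1% in the later ones, and 31.8% to 47.8% in Involution, Regression, Balb/c and GF. Without Ccl5 the sums were 18.4 in Nulliparous (17.95 to 18.9), against 35.0 and 39.7 in Gestation and Lactation of that library, and 19.3 in Involution, 21.1 in Regression, 31.2 in Balb/c and 27.0 in GF, against 23.2 and 36.25 in Gestation and Lactation of the later library. In B-like cells, which should lack most of these genes, the sums of the whole list were between 6.67 and 11.6. The earlier Nulliparous value moved most with the clustering, to 98.3 at a resolution of 2.0.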

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

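Of the tests in this part, the distance between the germ-free-named samples, the unmatched share of tag reads and the weak-tag tests of the CD4 T-like share were chosen only after the results were seen.

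Cells on tag HT2 lie outside the comparisons between stages, though not outside the checks of sex, free RNA and T and B cell shares, since the sheets name it Germ-free in both years while the titles of the earlier library list no germ-free sample and those of the later library list a single one, which the sheet also gives on another tag. The tag nevertheless marked 2826 analysed cells in the earlier library and 1794 in the later library, with medians of 48 and 65 counts per cell. These samples had NK-like shares of 24.4% (22.8 to 26.0) in the earlier library and 18.8% (17.1 to 20.7) in the later library, above the 3.65% to 14.6% of the other samples. Their B-like shares were 9.02% and 3.90%, and their Gzmb/Itgae shares 3.43% and 4.29%. A name on the wrong tag would leave the later cells unlike the other germ-free-named sample of that library. The distance between those class compositions, taken as 0.5 of the summed absolute differences in shares, was 48.58 percentage points. That was rank 2 of 6 from the nearest, behind Involution at 39.9, while the HT2 sample of the earlier library lay at 31.3. Seen from the GF sample, however, HT2 was the farthest of the 6, the others lying between 22.9 (Involution) and 37.8 (Balb/c). A wrong name and a germ-free sample that differs from GF in stage or facility cannot be told apart, because the stages of these animals are not given and each name has 1 sample. A difference in raising or stage, as the design names it, stays open and untested.

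Tag reads of the earlier library that match no listed tag came to 507371, or 14.6% of 3472982 tag counts, and were outside every comparison. Of these, 230233 lay in cells that passed the filters. A tag left out of the list would put them in cells without a tag call. Those cells held a median of 4 unmatched reads, against 9 in cells with 1 tag and 14 in cells with more, and 5.66% of the unmatched reads in cells while being 12.5% of the cells, which argues against a missing tag as the main source of the reads in cells. As a share of a cell group's tag reads, however, unmatched reads were 22.49% in cells without a tag call, against 9.42% and 8.12% in the others. A missing tag on some of those cells would give this, and so would a background that does not follow the listed tags, whose counts were low there (medians of 16, 78 and 159). These cannot be told apart, since the sequences behind the unmatched reads are not given. No biological explanation was tested.

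The CD4 T-like share moved in opposite directions in the years, by a log2 fold change of -0.883 in the earlier library and 0.951 in the later library, Lactation over Gestation. With 1 sample per stage and year, the difference between the years was not tested. Clusters drawn apart in each library might have produced it, but with both libraries clustered together the values were -0.8399 in the earlier library and 0.727 in the later library, still opposite. Stray calls on the weak tag of the later Lactation sample would bring its share toward that of the cells they come from. The share was 21.2% (18.4 to 24.2), while the highest share among the other samples of that library and the cells without a tag call was 10.97% (9.93 to 12.1), in Gestation, which argues against stray calls as its source. A weak tag may also miss cells that bind few tags. In the later Gestation sample the CD4 T-like share was 18.25% (15.4 to 21.4) in the 674 cells with the most counts of the tag. In the 139 Lactation cells with at least 10 counts it was 35.97% (28.0 to 44.5). These are similar parts of the called cells (20.3% and 17.8%), so the difference held between the brightest calls. The brightest calls lay above the whole sample in both stages, however. A Lactation sample short of dim cells therefore cannot be told apart from a higher share, since the cells missed carry no call and their number is unknown. The CD4 T-like class could not be compared in the earlier library at a resolution of 0.5 or when clustered without the list genes, since no cluster took that name. The year remains confounded with the animals, their day of lactation and the library, none of which was tested.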

How the results depend on the processing

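Alternatives chosen after the data were seen were the joint clustering for class tests, the clustering without the list genes, the robust prior, the Gzmb/Itgae clusters counted as T-like, the disputed samples in the fit, leaving out samples without the year block, and every setting of the Gzmb/Itgae pseudobulk. The cause of each change was not tested unless one is named.

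The 4 class differences named in the report (B-like, Retnla/Lyz1, migratory DC-like and Gzmb/Itgae) kept their direction and their side of the threshold in 36 of 40 tested alternatives. The B-like share was called in the other 3 where its direction held: 1 class passed at resolution 0.5, 1 at resolution 2.0 and 1 in the joint clustering, against 0 otherwise. The adjusted p of the B-like share ranged from 0.0370 to 0.292 over its alternatives with all 4 samples, and from 0.252 (without later Gestation) to 0.830 (without earlier Lactation) when 1 sample and the block were left out. The Gzmb/Itgae share reversed from 0.71 to -0.14 under TMM over classes. Within a single year the B-like fall was -2.15 or -2.48. Class shares moved beyond their counting interval in 18 of 56 alternatives. A minimum of 1000 UMIs lowered the B-like shares of the earlier library from 14.6% to 4.64% in Gestation and from 2.60% to 0.696% in Lactation, since these cells have few UMIs in that library.

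Against the 43 genes called in T-like cells there were 43 under 1000 UMIs (39 of them among the reported 43), 35 without a count filter (31), 36 when clustered without the list genes (29) and 43 with the robust prior (43). There were 7 under the stricter tag call (2 shared), 3 with Scrublet calls kept (3), 25 at resolution 0.5 (24) and 83 at resolution 2.0 (28). RLE scaling gave 13, all shared, 6 higher and 7 lower against 15 and 28 in the report. No replicate block gave 0, DESeq2 gave 0, CD4 T-like cells alone gave 0 (255 at an unadjusted p under 0.05) and CD8 T-like cells alone gave 0 (118), the latter 2 on fewer cells. Adding the Gzmb/Itgae clusters gave 107 (30 shared), and keeping the disputed samples in the fit gave 1. Leaving out 1 sample without the block gave 2 (without later Lactation, 1 shared) to 11 (without earlier Gestation, 5 shared), with the lone sample of a stage assumed to vary like the other stage. The stricter tag call left 48 cells in the later Lactation sample, of which 31 were T-like.

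Against the 25 calls in other classes there were 26 under 1000 UMIs (16 shared), 27 with Scrublet calls kept (22), 34 when clustered without the list genes (9), 20 under RLE (20) and 17 with the robust prior (15). There were 5 at resolution 0.5 (4 shared), 13 at resolution 2.0 (9), 0 with no replicate block, 5 under DESeq2 (5) and 78 without a count filter (20), and from 6 (without later Lactation, 4 shared) to 34 (without later Gestation, 7 shared) when 1 sample was left out. Against the 2 calls in the Gzmb/Itgae clusters there were 3 with Scrublet calls kept (2 shared), the same 2 at resolution 0.5, under RLE and without a count filter, 0 under 1000 UMIs, 1 at resolution 2.0 and 1 when clustered without the list genes (each shared), 0 with no replicate block, 0 under DESeq2, 0 with the robust prior and 0 to 2 when 1 sample was left out, the 2 (without earlier Gestation) being other genes. With no sample left out, the named genes kept their direction in all 167 alternatives that fitted them. They fell short of the threshold in 71, no replicate block among these for each gene. The other 96 stayed past it, with any that DESeq2 gave no adjusted p counted among them. With a sample left out, the values of the other year alone, Gzmb in T-like cells ranged from -0.23 to 2.47.

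The median of the list, 0.31, was 0.19 with no replicate block (camera p 0.0575) and 0.19 in CD8 T-like cells alone (camera p 0.498). It ranged from -0.17, without either later sample, to 0.61, without either earlier sample, and from -0.08 to 0.82 when the block was dropped as well. The -0.08, without later Gestation, passed camera in the lower direction (p 0.00385), opposite to the report. In CD4 T-like cells alone, 17 genes of the list had a median of -0.06 (camera p 0.290). In the other alternatives it lay between 0.18 and 0.68 with camera's preset correlation past the threshold. Among samples without a test, the unsplit T-like share of earlier Nulliparous was 20.8% under 1000 UMIs and 13.5% at resolution 2.0, where CD8 T-like cells (20.6%) were its largest class. At resolution 0.5 the T-like cells of that library, other than gamma-delta ones, form a single class under the CD8 name, 39.96% of the sample, with no CD4 or unsplit class. The Gzmb/Itgae share of Balb/c was 39.4% at resolution 0.5, 31.6% at resolution 2.0, 29.5% in the joint clustering and 39.1% when clustered without the list genes. The B-like shares of Involution, Regression and GF stayed within their intervals in each alternative tried.

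Gamma-delta T-like cells alone were not fitted (7 cells in the smallest sample), nor was any other class under the stricter tag call, B-like cells under 1000 UMIs, cDC1-like cells at resolutions 0.5 and 2.0 and when clustered without the list genes, or monocyte-like cells at resolution 2.0, all below 20 cells in a sample. Comparisons against the nulliparous or involution stage were not fitted, as each has a stage in 1 year only. With the year block, leaving out a sample leaves no residual degree of freedom, so it gives values and no test. Depth limits the later Lactation sample most, with 783 cells.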

Other observations

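Chosen only after the results were seen were the depth tests and the weak-tag tests of the B-like and Gzmb/Itgae shares, the test of T cell makeup, and the test of milk protein UMIs.

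The B-like share was lower in both Lactation samples. Fewer UMIs per cell in Lactation might hide B-like cells. In the earlier library, however, T-like cells of the Lactation sample held 1.22 times the median UMIs of those of the Gestation sample, 1338 (1288 to 1386) against 1097 (1071 to 1128). In the later library they held 0.877 times as many, but 1.495% (0.719 to 2.73) of the B-like cells of the Gestation sample had fewer than 1000 UMIs, against the 77.8% by which the B-like share was lower. Lower depth therefore does not account for the lower share. In the later Gestation sample B-like cells were 20.1% of all cells but 1.63% of the 674 cells with the most counts of the tag, so a weak Lactation tag may have missed B-like cells. If all B-like cells of the earlier library with no tag call (98) or more than 1 (110) were of its Lactation sample, its B-like share would be 10.31% (9.17 to 11.5), still below the 14.6% (13.6 to 15.7) of Gestation, so missed cells cannot be the whole source there. In the later library the same sum gives 44.76%, so cells missed by the weak tag and a lower share cannot be told apart, since the sample of those cells is unknown. Stray calls there with the makeup of cells without a tag call (13.9% B-like) or of all analysed cells (20.2%) would raise the share, not lower it. Stray calls from a sample poor in B-like cells, such as Balb/c (2.74%), would lower it and stay open. The share was 9.13% (5.67 to 13.75) in Lactation calls with fewer than 6 counts. It was 1.439% (0.175 to 5.10) in the 139 Lactation cells with at least 10 counts of the tag. At that cut the Gestation share was 14.5% (13.15 to 15.96), but in 74.75% of the sample. In the 674 brightest Gestation cells it was 1.63% (0.818 to 2.90), for similar parts of the samples (17.8% and 20.3%). The difference thus shows at equal counts but not at similar parts of the samples. A lymph node taken with some of the glands may also raise B-like and unsplit T-like cells together. Over the 7 samples of the later library, HT2 among them, the B-like share and the unsplit T-like share of the other cells had a Pearson r of 0.5885 (two-sided exact permutation p 0.165) and a Spearman rho of 0.679 (exact permutation p 0.110). Without the 2 samples farthest from the median B-like share, r was 0.664 (exact permutation p 0.225). This was the only relation across samples computed, and its p-values, from the Pearson and Spearman forms, were not adjusted. It cannot be told apart from chance or from a change of stage with 7 samples. A change in B cells between the stages stays open as a hypothesis.

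The Gzmb/Itgae share of the later Lactation sample was 18.4%, against 10.7% in Gestation. Among calls with at least 10 counts of the tag it was 10.07% (5.62 to 16.3), against 10.2% (8.05 to 12.8) in the 674 Gestation cells with the most counts of theirs. It was 20.7% (17.0 to 24.9) in calls with 6 to 9 counts and 19.2% in those with fewer, above the 13.6% of all analysed cells of the library and the 14.1% (12.6 to 15.7) of cells without a tag call. Stray calls with the makeup of those cells would not raise the share to 18.4%, while stray calls from a sample rich in these clusters, such as Balb/c, would. Such calls and a true difference cannot be told apart, since the surest calls, with no rise, are 139 cells. The earlier Lactation tag had a median of 37 counts, and the share rose there in the reported clustering (21.1% to 33.1%), but with both libraries clustered together it was 14.4% (13.4 to 15.5) in Gestation and 15.7% (14.3 to 17.2) in Lactation, with overlapping intervals.

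Most genes lower in T-like cells of the Lactation samples fell more in the later library, 27 of 28. The unsplit T-like share of T-like cells was 17.0% and 17.2% in the earlier Gestation and Lactation samples, and 55.9% and 14.9% in those of the later library. The size of that fall depends on the clustering: with both libraries clustered together the share went from 34.7% to 27.1% in the later library and rose from 39.2% to 64.2% in the earlier one, and the unsplit T-like share of all cells had a log2 fold change of 0.25, against -1.35 in the reported clustering. A different makeup of T cell subsets and a lower expression per cell cannot be told apart, since the years have 1 pair each and the CD4 and CD8 T-like classes alone, on fewer cells, gave 0 calls each in edgeR (255 and 118 at an unadjusted p under 0.05). The unsplit T-like class alone, with 51 cells in the later Lactation sample, was not fitted, so a change of expression within it was not tested. A difference between stages in which T cells are present stays open.

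Milk protein UMIs per T-like cell differed by at most 1.241 times between the samples of the later library, whether or not the animals were nursing, which is consistent with free RNA shared by the pool. The higher Hbb-bs sum in macrophage-like cells of the later Lactation sample had 99.6% of its UMIs in 1 cell. Red cell RNA caught with that cell is a candidate explanation, and no change across the class was seen, since 6 of its 50 cells had any Hbb-bs UMI.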
